A study of Rattus norvegicus with 6 samples. Its data were reported in "Peripheral Nerve Single-Cell Analysis Identifies Mesenchymal Ligands that Promote Axonal Growth" (2020).

How the data were processed

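RNA of cultured rat dorsal root ganglion (DRG) sensory neurons was measured on 6 Affymetrix Rat Gene 2.0 ST arrays, which the labels give as biological replicates of 1 group. The ganglia came from embryonic day 15, the neurons grew for 9 days in nerve growth factor with cytosine arabinoside against dividing cells, and 250 ng of RNA was used per array. The methods name a pair of plating densities for the arrays and the labels do not say which array had which, so the arrays were never split.

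The deposited values were log2 signals per probe set. The authors had corrected them for background, quantile normalized them between arrays and summarized them per probe set by RMA in the oligo package for R, with no version stated. The table held 36685 probe sets on 6 arrays, and none of its sample columns was left out. The normalization makes the arrays' distributions alike by construction, so a shift of all genes could not be seen.

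Gene names came from the platform's annotation, with symbols updated by Entrez number through the RefSeq gene table of rat (assembly GRCr8), where 99.4% of the genes matched. Of the probe sets, 18511 had 1 gene, 575 had several and were left out, and 17599 (48.0%) had no gene listed. The probe sets without a name are unnamed here and not without a gene. The receptors Ntrk1, Tgfbr2, Kdr and Ptch1, for example, had no probe set that named them alone and were not analysed here. The array files name no genome build, so no coordinates are given. The probe set with the highest mean represented each of the 18166 named genes, as the methods did. It was a choice for 291 genes with more than 1 probe set, of which 145 had probe sets over 1 log2 unit apart.

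The level of a gene was its mean over the arrays, and its rank was the percentile among the named genes. Probe sets differ in how well they hybridize, so levels of different genes are array signals relative to a threshold and not ratios of RNA. Itgam, an integrin subunit of myeloid cells, was the study's cutoff. A second threshold was the 95th percentile, in each array, of 226 background genes, which were the 68 genes named Olr and the 158 genes named Vom1r or Vom2r, the receptors of the nose and the vomeronasal organ. A further list held genes of other organs.

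Each gene's value minus the threshold value of the same array was tested with limma (lmFit with an intercept, eBayes, two-sided). P-values were adjusted by the Benjamini-Hochberg method over the receptors and, separately, over all named genes, with a threshold of 0.05. Every array entered each fit. Shares of genes were compared by Fisher's exact test, and ranks of groups of genes by a two-sided permutation test with 100000 resamples. Families and marker lists with at least 3 measured members were set against 10000 random lists of the same size by their median rank. The spread of a list between arrays was the median SD of its genes, set against 10000 random lists matched on mean level in 20 bins. List scores were means of gene-centred log2 values per array, related by Pearson's r and Spearman's rho with exact permutation p-values over all orders of the arrays. An array was said to stand apart by Dixon's test at the 95% level.

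The receptor, surface protein and ligand lists were the gene tables in the study's text. The receptors called in sensory neurons, and the receptors of predicted nerve-to-neuron interactions, had been chosen on these same arrays and are not independent evidence. The captured proteins came from separate samples. The 25 receptor families and 16 marker lists (pan-neuronal, sensory neuron, sympathetic neuron, Schwann and satellite glia, fibroblast and mesenchymal, endothelial, pericyte and smooth muscle, macrophage, lymphocyte, proliferation, immediate-early, neuronal injury, integrated stress and unfolded protein response, cholesterol synthesis, interferon response and genes of other organs) were written from textbook knowledge. The lists, tests, thresholds and most of the alternative settings were chosen before the data were examined. Named genes followed a rule fixed at the same time: the genes the study discusses, the members with the highest and the lowest mean of each family, the member with the highest mean of each marker list, the 10 genes with the largest SD, and captured receptors below background. It gave 89 genes, and others named were chosen after their values were seen.

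The alternatives were the mean of a gene's probe sets, genes with a single probe set, the median or the lowest array as the level, an intensity trend in eBayes, an exact sign-flip test, arrays centred on their medians, Sorcs3 as the cutoff, the 90th or 99th percentile or the organ genes as the background, other random lists or ranks, members above background, scores divided by each gene's SD, and each array left out in turn. Older Olr names as further background genes (1316 background genes in all), replicates 4 and 5 left out together, and each array left out in turn for the families were added after the data had been seen. The limma fit was tested on simulated data with 18166 genes, where it recovered 30.0% of genes placed 0.25 log2 units from the cutoff, 86.0% of those at 0.5, 96.0% of those at 1 and 100.0% of those at 2. Of its 163 calls, 7 (4.29%) were unchanged genes. The simulation gave each gene independent noise at its own SD and subtracted no threshold. In the real fits every gene of an array has the same threshold value subtracted, so errors are shared and these rates may not carry over. The number of arrays limits the precision, and the p-values measure the spread between these cultures only. No paired analysis was possible because there was 1 group. R 4.3.3 with limma 3.58.1 and Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 were used.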

Results

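Receptor gene expression was measured in cultured embryonic rat DRG sensory neurons, a single group of 6 arrays. The arrays had near-equal distributions after the authors' quantile normalization, with a median log2 signal between 6.09 and 6.16 and a highest signal between 13.47 and 13.59. With no second group on these arrays, the comparisons were between groups of genes and between the arrays. Genes of a list are not independent replicates, so a p-value across genes describes these genes.

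The first question was which growth factor receptor mRNAs sensory neurons carry above the study's cutoff. Several single receptors of neurotrophic and guidance factors had high array signals. Ret, the signalling receptor of the glial cell line-derived neurotrophic factor (GDNF) ligands, lay at a mean log2 signal of 12.31 ± 0.08 (SD, n = 6), and Gfra3, its co-receptor for artemin, at 11.12 ± 0.12. Bmpr2, the type II receptor of bone morphogenetic proteins, lay at 11.78 ± 0.08, Nrp1, a receptor of semaphorins and VEGF, at 11.60 ± 0.25, and Il6st, the shared signalling chain of the interleukin-6 family, at 10.68 ± 0.09. Acvr2a, an activin receptor, lay at 10.99 ± 0.15, Igf2r, the receptor that clears insulin-like growth factor 2, at 9.70 ± 0.18 and Rtn4r, the receptor of the myelin inhibitor Nogo, at 8.34 ± 0.09. Itgam itself lay at 4.97 ± 0.12, and 86.1% of the named genes lay above it.

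Of 352 receptors, 311 were measured and named here and 41 were not analysed here. The mean lay above that of Itgam for 294 (94.5%). By limma, 284 receptors were above Itgam, 15 were below and 12 did not pass the test. These were the counts adjusted over the list alone, and over all genes tested 284 were above and 15 below. In every one of the 6 arrays, 279 receptors were above Itgam. The receptors had been listed partly because they passed the same cutoff on these arrays, so the count is not independent evidence. Sorcs3, a sortilin-family receptor, was the study's cutoff for sympathetic neurons and ranked at the 65.9th percentile on these sensory neuron arrays. With it as the cutoff, 69 receptors were above by limma.

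A second question was how the cutoff compares with genes that sensory neurons largely do not use. The 226 odorant and pheromone receptor genes with a current Olr or Vom name had a median log2 signal of 3.83, and 42 (18.6%) lay above Itgam. Adding genes with an older Olr name, chosen after the data had been seen, gave 1316 genes, of which 27.1% lay above Itgam. The 95th percentile of the means rose from 5.75 to 6.10. The share of receptors above Itgam was 75.9 percentage points higher than that of the 226 genes (Fisher's exact p = 6.95e-80, odds ratio 75.8). But 286 of the 311 receptors are on the published list chosen for passing Itgam on these arrays, so the test is not independent evidence. Of the 17629 other named genes, 86.8% lay above Itgam. Of 27 genes of other organs, 17 (63.0%) lay above Itgam, with Prm3, a gene of sperm cells, at 7.02 ± 0.14. Itgam lay below the 95th percentile of the background genes by limma, with a log2 difference of -0.85 ± 0.06 (SE, n = 6, adjusted p over all genes 1.10e-07), and it was above that percentile in 0 of 6 arrays.

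Against that background level, limma placed 206 of the 311 receptors (66.2%) above, 63 below, and 42 did not pass the test. By mean, 74.3% of the receptors and 73.9% of the other named genes lay above the 95th percentile of the background genes' means (5.75), another threshold than the level per array. By limma, 68.5% of 17513 other named genes, a set without the nerve ligands, lay above the level per array. The limma counts were adjusted over the list alone, and over all genes tested 206 were above and 64 below. The log2 signal minus background was 6.49 ± 0.05 (SE, n = 6) for Ret, 5.96 ± 0.05 for Bmpr2, 3.99 ± 0.29 for Gfra2, the co-receptor of neurturin, and 1.05 ± 0.05 for Cxcr3, a chemokine receptor. Smaller values above 0 were given by Alk, a receptor kinase (0.47 ± 0.07), Tek, the angiopoietin receptor (0.21 ± 0.08), and Flt4, the receptor of VEGF-C (0.20 ± 0.06). Erbb4, a neuregulin receptor (-0.32 ± 0.13), Acvr1c, an activin-like kinase (-0.55 ± 0.12), and Cxcr5, a receptor of B-cell chemotaxis (-0.81 ± 0.07), lay below. Among the receptors above Itgam by limma, 78 were not above background, and 37 of those were below it. The published list of sensory neuron receptors, chosen on these arrays, had 286 measured members, of which 284 had means above Itgam, all but Cd5l (4.94 ± 0.10) and Il2rg (4.94 ± 0.29), which were chosen after their values were seen. Above background were 199 of them (69.6%), and 45 were below. The count of receptors depended on the background chosen: 104 were above and 181 below with the 99th percentile, 109 and 177 with the genes of other organs, 155 and 102 with the older Olr names, an alternative chosen after the data had been seen, and 257 and 27 with the 90th percentile. Alk, Tek and Flt4 fell below background with the 99th percentile and with the organ genes. Cxcr3 with the 99th percentile, Tek and Flt4 with the older Olr names and Erbb4 with the 90th percentile changed sign but passed the test on neither side, and Cxcr3 with the organ genes (0.046), Alk with the older Olr names (0.15) and Acvr1c with the 90th percentile (-0.089) no longer passed it. The call of Tek ended without replicate 2, 3, 5 or 6 (0.15 to 0.21), that of Erbb4 without replicate 2, 3, 4, 5 or 6 (-0.34 to -0.26) and with the mean of the probe sets (-0.31), and those of Flt4 (0.16) and Erbb4 (-0.17) with replicates 4 and 5 left out, which was chosen after the data had been seen.

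The third question was whether receptors whose proteins had been captured on the surface of sensory neurons had higher mRNA signals. The 41 receptors of the list with captured protein had a mean rank at the 77.8th percentile of named genes (SD 18.3), and the 265 whose protein was not captured at the 41.9th (SD 22.9). The difference was 35.9 percentile points ± 3.18 (SE), with a permutation p of 1e-05, the smallest that the resamples can give, and an adjusted p of 1.25e-05. The receptors not captured include some that are not surface proteins, such as the nuclear receptor Esr1 (4.58 ± 0.14). The difference is therefore not one between surface receptors alone. Gabra2, a subunit of the GABA-A receptor (12.89 ± 0.21), and P2rx3, the ATP-gated channel of pain-sensing neurons (12.19 ± 0.27), were captured receptors with high signals. By limma, all 41 captured receptors of the list lay above background, and 161 of the 265 not captured did, with 62 below. Of all 78 measured receptor proteins captured on sensory neurons, 77 lay above background, and the exception was Itgam, which lay below. The 16 receptors captured on both neuron types ranked 39.9 points ± 4.51 above those not captured, and the 25 captured on sensory neurons alone 33.3 ± 4.03.

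Receptor proteins captured on sympathetic neurons alone gave a further comparison. The 78 captured on sensory neurons ranked 25.6 percentile points ± 6.65 higher than those 13 (permutation p = 8.00e-05, adjusted p = 8.00e-05). Of the 13, 10 lay above background. Among all surface proteins, the 488 captured on sensory neurons ranked 29.7 points ± 3.91 higher than the 42 captured on sympathetic neurons alone (permutation p = 1e-05, the smallest that the resamples can give). The captures were unlike, since the paper had less protein and a looser false discovery rate for sympathetic neurons. These differences in rank therefore need not follow from the type of neuron. The receptors of predicted nerve-to-neuron interactions, chosen on these arrays, lay above background in 99 of 132 cases. The cumulative plot of signals shows the captured and other receptors beside the background genes.

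**Figure D1:**
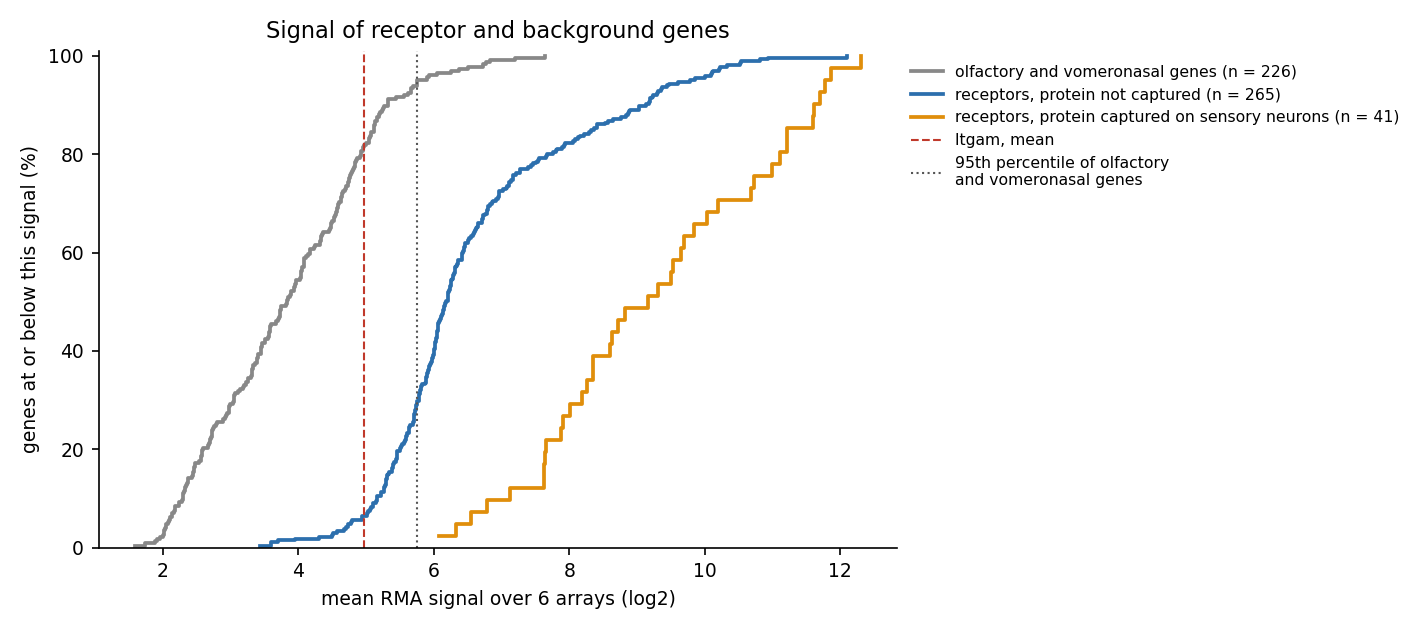
Cumulative share of genes (%) by mean RMA signal over 6 arrays (log2) for the 226 olfactory and vomeronasal genes, the 265 receptors whose protein was not captured and the 41 receptors captured on sensory neurons. The vertical lines are Itgam (4.97) and the 95th percentile of the background genes' means (5.75), and 18.6% of the background genes lie to the right of Itgam.

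The families of receptors differed in which members were above background. All measured members were above it by limma in the GDNF family (5 of 5), the myelin inhibitor receptors (9 of 9), the neurotrophin receptors (7 of 7), the fibroblast growth factor (FGF) receptors (5 of 5), the insulin receptors (4 of 4), the Notch receptors (4 of 4) and the Hedgehog receptors (2 of 2). Members not named here are in no family count, among them Ntrk1 of the neurotrophin receptors, Ptch1, Ptch2, Boc and Gas1 of the Hedgehog receptors, and Plxna1, Plxna4, Plxnb1, Plxnb2 and Plxnc1 of the plexins. Ngfr, the pan-neurotrophin receptor, lay at 12.10 ± 0.12, Fgfr1 at 9.04 ± 0.16, Lifr, the receptor of leukemia inhibitory factor, at 11.87 ± 0.17, and Itgb1, the common chain of matrix-binding integrins, at 11.21 ± 0.09. With the 99th percentile or the organ genes as the background, Gfra4, Tnfrsf19, Fgfr3, Insrr, Notch1 and Cdon changed sign, and Notch4, Smo and the neurotrophin receptor Sorcs2 (0.19 and 0.32) no longer passed the test on either side. With the older Olr names Gfra4 (-0.031), Tnfrsf19 (-0.057) and Insrr (-0.047) changed sign and Fgfr3 (0.077) no longer passed the test. The call of Insrr also ended without replicate 1 (0.21) or 3 (0.24). Of the interleukin and interferon receptors, 14 of 32 were above and 10 below, from Ifnar1, a chain of the type I interferon receptor (10.19 ± 0.14), to Il5ra, the interleukin-5 receptor (3.59 ± 0.14). Of the chemokine receptors, 8 of 19 were above and 9 below, from Cxcr3 (6.87 ± 0.12) to Ccr1 (3.44 ± 0.06).

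Most members were above background in the gp130 cytokine receptors (6 of 7), the GABA receptors (11 of 13), the glutamate receptors (12 of 14), the Wnt receptors (12 of 14), the Eph receptors (11 of 13), the netrin and slit receptors (9 of 11), the transforming growth factor receptors (9 of 12) and the P2X, TRP, ASIC and Piezo channels (17 of 19). The count was 17 of 23 for integrins, 16 of 23 for tumor necrosis factor receptors, 33 of 52 for neuropeptide and hormone receptors with 12 below, 9 of 14 for other receptor kinases, 4 of 6 for the VEGF and neuropilin group, 4 of 5 for the PDGF group, 3 of 4 for the plexins and 3 of 4 for the epidermal growth factor group. Robo2, a slit receptor of axon guidance (9.97 ± 0.16), Epha5, an ephrin receptor (9.23 ± 0.45), Lgr4, an R-spondin receptor (9.68 ± 0.13), Grik1, a kainate receptor subunit (9.33 ± 0.51), Plxnd1, a semaphorin receptor (9.66 ± 0.24), Tnfrsf21, a death receptor (10.28 ± 0.19), Kit, the stem cell factor receptor (9.29 ± 0.24), and Prokr2, a prokineticin receptor (10.81 ± 0.83), had the highest signals of their families. Among the lowest were Trpa1, the irritant channel (4.92 ± 0.14), Gabra6 (3.65 ± 0.13), Met, the hepatocyte growth factor receptor (5.26 ± 0.25), Tie1 (5.41 ± 0.19), and Grpr, the receptor of gastrin-releasing peptide (4.73 ± 0.21). Counts adjusted over the list alone were the same in number as those over all genes tested.

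As whole lists, 0 of the 24 families tested against random lists were higher and 0 lower after adjustment. At unadjusted p, 2 were higher and 2 lower. The GDNF family had a median rank of 88.4 (random-list permutation p = 0.0262, adjusted p = 0.246), the myelin inhibitor receptors 81.4 (p = 0.0308 by the same permutation, adjusted 0.246), the interleukin and interferon receptors 27.7 (permutation p = 0.00840, adjusted 0.202) and the neuropeptide receptors 36.6 (permutation p = 0.0430, adjusted 0.258). The Hedgehog receptors had too few members to test.

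**Figure D2:**
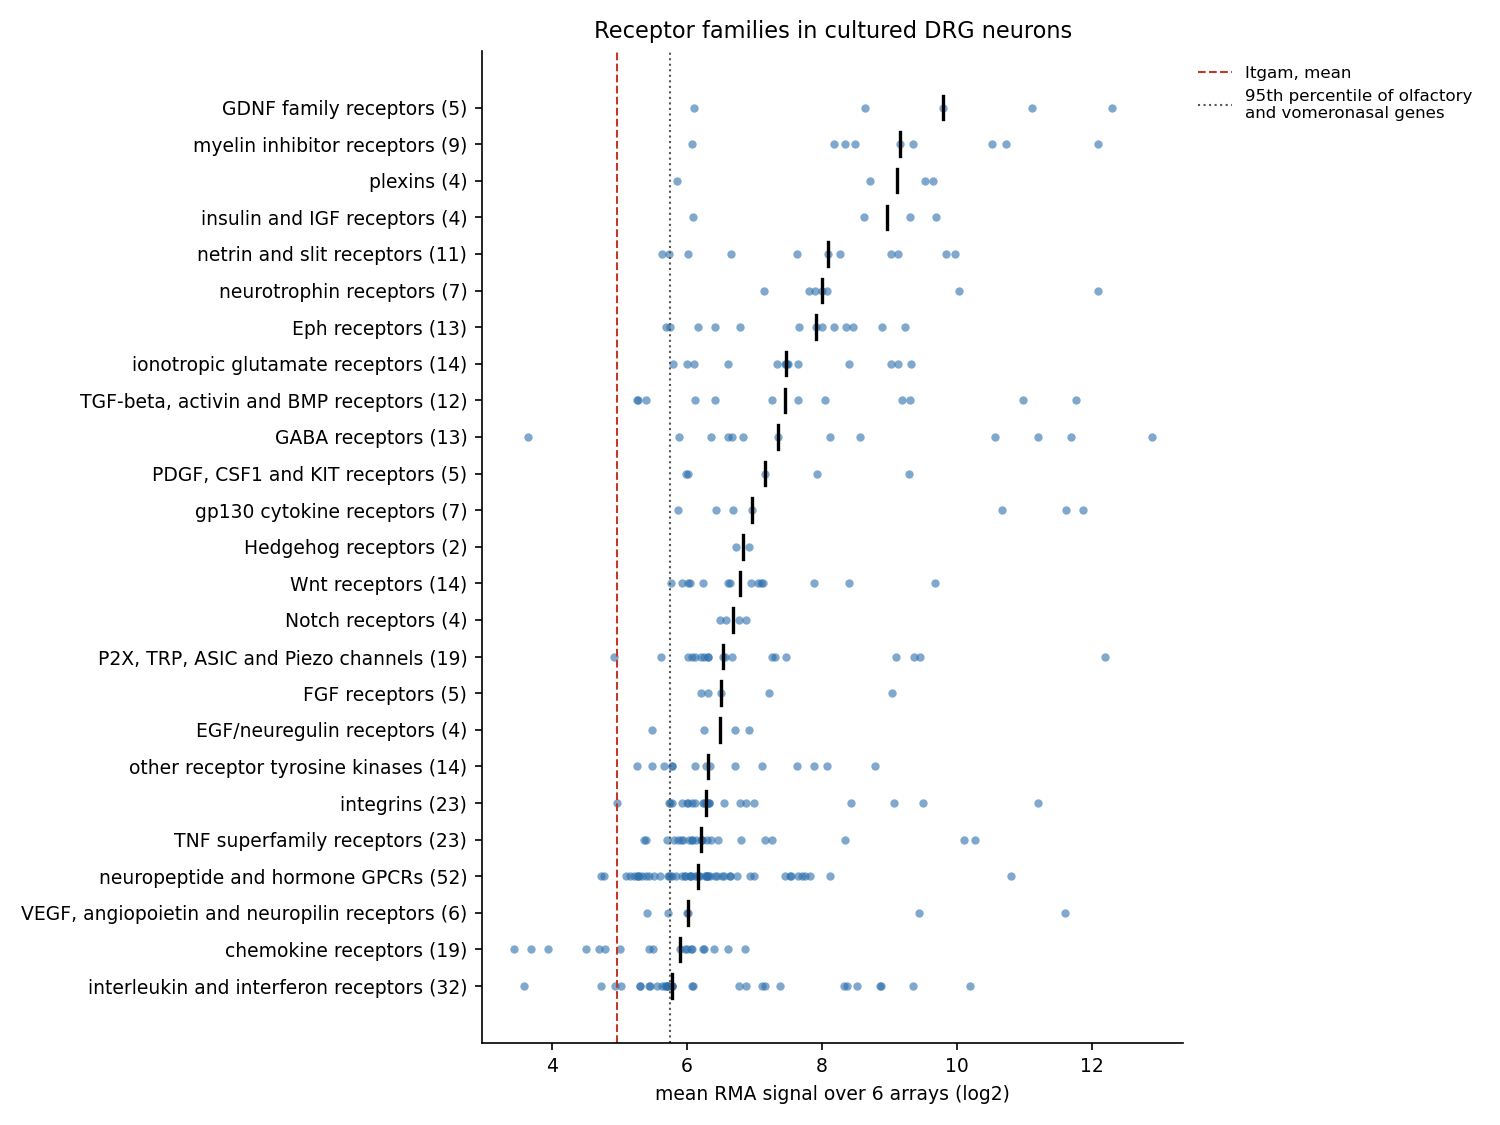
Mean RMA signal over 6 arrays (log2) of each measured member of the 25 receptor families, with the number of members in brackets, one point per gene and the black bar the family's median. The lines are Itgam (4.97) and the 95th percentile of the background genes' means (5.75), and the points run from Ccr1 at 3.44 to Gabra2 at 12.89.

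Markers of cell types asked what the cultures held. Neuronal genes had high signals, with a median rank of 99.3 for the pan-neuronal list (16 of 16 above background by limma), in which Stmn2, a microtubule regulator of growing axons, lay at 13.23 ± 0.11 and Tubb3 at 11.94 ± 0.10. The sensory neuron list had a median rank of 83.3 with 17 of 17 above, and Scn10a, a sodium channel of nociceptors, lay at 12.19 ± 0.35. Genes of cholesterol synthesis had a median rank of 97.3 with 12 of 12 above, such as Idi1, an isomerase of the pathway (11.55 ± 0.21). The integrated stress and unfolded protein response list had a median rank of 81.0 with 13 of 14 above, and Xbp1, a transcription factor of that response, lay at 11.78 ± 0.12. Genes of other organs had a median rank of 22.7, with 7 of 27 above and 17 below.

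Of the 16 marker lists, 4 were higher than random lists and 1 was lower. The permutation p was 0.0002, the smallest that the random lists can give, for the pan-neuronal and cholesterol lists (adjusted 0.00160), with adjusted values of 0.00320 for the sensory list, 0.0205 for the stress list and 0.00480 for the organ genes. The stress list's call ended without replicate 5 (median rank 77.7, adjusted permutation p = 0.0512) and with replicates 4 and 5 left out, an alternative chosen after the data had been seen (74.1, adjusted p = 0.135), within a range of 0.00160 to 0.135 over its alternatives. The call of the organ genes ended when ranks were taken among all probe sets (adjusted permutation p = 0.462, with a range of 0.00400 to 0.462 over its alternatives).

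Markers of other cells did not pass the test against random lists. The glial list had a median rank of 47.2 with 10 of 14 above background, including Pmp22, a myelin protein (10.91 ± 1.15), and S100b, a Schwann cell marker (7.16 ± 0.83). The fibroblast list had a median of 59.5 with 11 of 16 above, including Fn1, fibronectin (9.89 ± 0.92), and Thy1, a surface protein that neurons also carry (11.35 ± 0.23). The median was 44.0 with 6 of 8 above for pericytes and smooth muscle (Tagln, an actin-binding protein, 7.84 ± 0.94), 26.9 with 3 of 10 for endothelium (Ramp2 8.31 ± 0.19), 32.4 with 6 of 14 for macrophages (C1qa, a complement chain, 6.75 ± 0.11) and 21.8 with 3 of 9 for lymphocytes (Cd79b 6.49 ± 0.11). It was 38.0 with 7 of 11 for sympathetic neurons (Hand2, a transcription factor of that lineage, 6.90 ± 0.21), 37.0 with 8 of 13 for proliferation (Ccnb2, a mitotic cyclin, 7.67 ± 0.37), 43.9 with 10 of 13 for neuronal injury (Flrt3 10.25 ± 0.31), 43.3 with 12 of 15 for immediate-early genes (Dusp1, a phosphatase, 9.75 ± 0.18) and 33.8 with 6 of 11 for the interferon response (Ifi27 11.21 ± 0.30). With the 99th percentile or the organ genes as the background, C1qa and Cd79b changed sign and Hand2 and S100b (0.21 and 0.34) no longer passed the test on either side.

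The arrays were then compared with each other. Genes of the stress, fibroblast and GABA receptor lists differed more between the cultures than other genes of like level. Stk32a, a kinase, ranged over 4.37 log2 units between arrays, and was at 11.74 in replicate 4 and 12.02 in replicate 5 and between 7.66 and 9.23 in the others. Casp4, an inflammatory caspase, was at 10.79 in replicate 4 and 10.79 in replicate 5 and between 7.26 and 8.26 in the others, and Slc7a11, the cystine transporter, at 9.46 and 9.67 and between 6.39 and 6.80. Faim2, an inhibitor of cell death, had an SD of 1.32, Mirlet7f-1os, a non-coding RNA above background in 1 of 6 arrays, of 1.36, and Necab1, a neuronal calcium-binding protein, of 1.31. Apoe, the lipid carrier made by glia, had an SD of 1.38 with its highest signal of 10.15 in replicate 2, Pmp2, a myelin protein, of 1.33 with 9.88 in replicate 2, Mgp, a matrix protein, of 1.36 with 9.75 in replicate 1, and Reg3b, a protein of injured neurons above background in 3 of 6 arrays, of 1.47 with 8.25 in replicate 1.

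Of 40 lists, 16 varied more between arrays than random lists of like level. The median SD was 0.656 log2 units for the stress list, 0.650 for the fibroblast list, 0.395 for glia, 0.322 for proliferation and 0.319 for GABA receptors, each with a permutation p of 0.0002, the smallest that the random lists can give (adjusted 0.00160). The other called lists were those of neuronal injury, sensory neurons, glutamate receptors, macrophages, integrins, neurotrophin receptors, cholesterol synthesis, immediate-early genes and the PDGF, Eph and epidermal growth factor receptors. The stress score was 0.72 in replicate 4 and 0.89 in replicate 5 and between -0.64 and -0.23 in the others. The fibroblast score was between 0.33 and 0.53 in replicates 1, 2 and 3 and between -0.60 and -0.28 in the others. The glial score was 0.62 and the proliferation score 0.76 in replicate 2. The glial and proliferation calls rested on replicate 2, without which their median SD was 0.210 and 0.199 and neither passed the test. Without that array the calls of macrophages (0.202), integrins (0.184), cholesterol synthesis (0.173) and immediate-early genes (0.172) ended too, which left 10 called lists. The call of neuronal injury ended without replicate 4 (0.202) or 5 (0.191), that of sensory neurons without replicate 5 (0.188), that of the Eph receptors without replicate 3 (0.239), that of the epidermal growth factor receptors without replicate 1 (0.312) and that of immediate-early genes without replicate 6 (0.207). With replicates 4 and 5 left out, an alternative chosen after the data had been seen, 10 lists were called, and the neurotrophin receptors (0.210), PDGF group (0.247), epidermal growth factor receptors (0.322), macrophages (0.190), neuronal injury (0.143) and sensory neurons (0.164) were not. With genes above background alone, the epidermal growth factor receptors (0.428), PDGF group (0.306), immediate-early genes (0.237) and macrophages (0.195) were not called and the P2X, TRP, ASIC and Piezo channels (0.218) and the VEGF group (0.244) were, and with arrays centred on their medians the Eph receptors (0.232) were not.

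**Figure D3:**
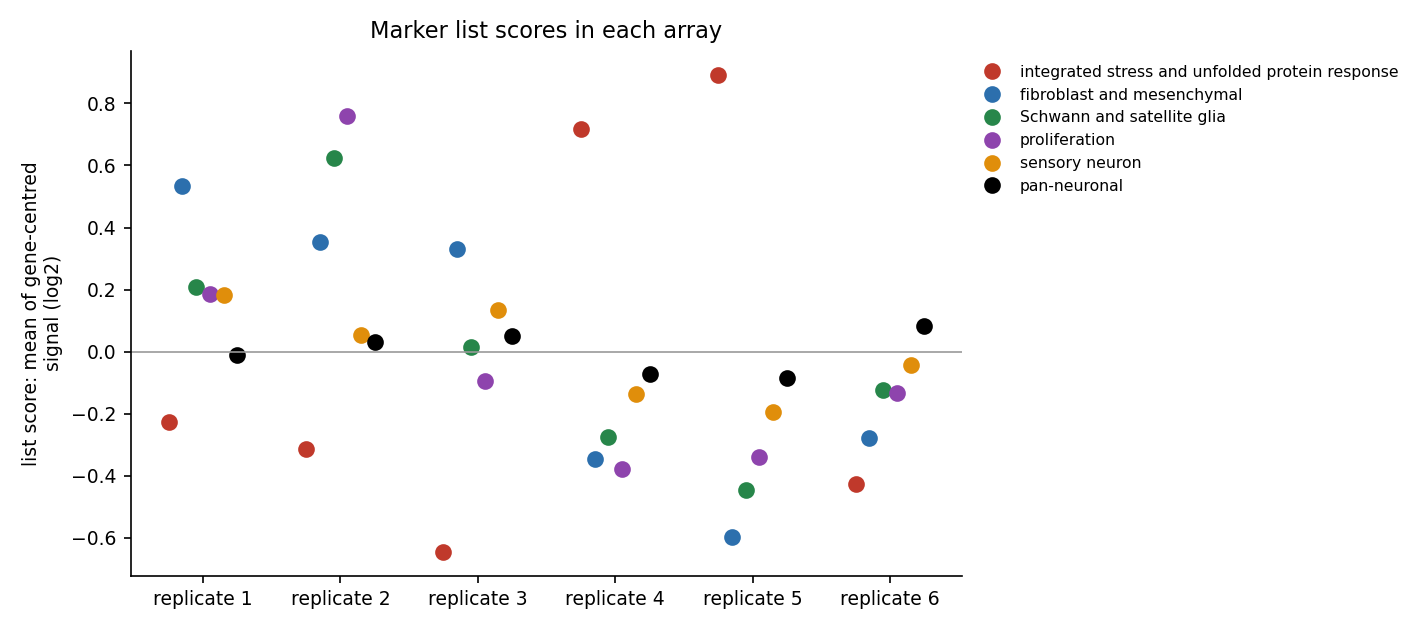
Score of 6 marker lists in each of the 6 arrays, as the mean of gene-centred log2 signals, one point per list and array with the horizontal line at 0. The stress list is at 0.72 and 0.89 in replicates 4 and 5 and below 0 in the others, and the proliferation list is at 0.76 in replicate 2.

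The median Pearson r over the 15 pairs of arrays was 0.986, across probe sets, with a range of 0.983 to 0.991, and no pair was identical. The median absolute log2 difference of a pair was between 0.141 and 0.200, and 582 named genes (3.20%) had an SD above 0.5. The first component held 32.8% of the variance and the second 22.3%.

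Lists of cell types rose and fell together in a few cases. Of 45 pairs of lists, 5 passed the adjusted threshold by Pearson's r (adjusted p = 0.0375 by exact permutation), 12 had an unadjusted p under the threshold, and 0 passed by Spearman's rho (adjusted p = 0.107 by exact permutation). The pericyte and sensory neuron scores had r = 0.991 (exact permutation p = 0.00139), rho = 1.00 (exact permutation p = 0.00278) and r = 0.992 without the 2 arrays farthest from the median. The glial and proliferation scores had r = 0.973 (exact permutation p = 0.00417), rho = 0.943 (exact permutation p = 0.0167) and r = 0.978 without 2 arrays. The macrophage and lymphocyte scores had r = 0.909 (exact permutation p = 0.00278), rho = 0.943 (exact permutation p = 0.0167) and r = 0.943 without 2 arrays. The other called pairs set the fibroblast list against pericytes and against sensory neurons, and since the fibroblast scores fell into separate clusters of arrays no pooled r is given. With scores divided by each gene's SD, or with members above background alone, 0 of the 45 pairs passed by the exact permutation test. In those settings, in that order, r was 0.702 and 0.484 for macrophages and lymphocytes (adjusted permutation p = 0.300 and 0.434), 0.872 and 0.990 for pericytes and sensory neurons (adjusted permutation p = 0.219 and 0.0625) and 0.971 and 0.963 for glia and proliferation (adjusted permutation p = 0.0625 in both).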

Values the study reported

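The study set the cutoff for sensory neurons at Itgam, which it reported at the level of the top 87% of mRNAs. It reported 321 receptor mRNAs for sensory neurons on 6 arrays and 297 for sympathetic neurons on 4 arrays. By mass spectrometry it reported 608 surface proteins on sensory neurons and 271 on sympathetic neurons, of which 219 were common to both. It reported that 102 receptor proteins were captured.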

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

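All tests of explanations in this part were chosen after the result was seen. Of 135 values looked at, 6 had an array standing apart from the others by Dixon's test, and chance gives about 1 in 20, so as a group they do not exceed chance. Acvr1c was at 4.64 in replicate 6 and at a mean of 5.39 ± 0.10 (SD, n = 5) in the others. Cxcr5 was at 5.21 in replicate 3 against 4.97 ± 0.05, and Erbb4 at 6.18 in replicate 1 against 5.36 ± 0.15. Tnfrsf19, a receptor of the tumor necrosis factor family, was at 5.89 in replicate 3 against 6.12 ± 0.04, and C1qa at 6.52 in replicate 4 against 6.79 ± 0.04. S100b was at 8.81 in replicate 2 against 6.83 ± 0.23. Outside the named genes, 7473 probe sets with no gene listed (42.5%) had a mean above the background level, a signal that no call of a gene used. Probe sets with no gene listed did enter the agreement between arrays and the ranks among all probe sets.

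S100b was accompanied in replicate 2 by high glial (0.62) and proliferation (0.76) scores, and the immediate-early (0.39), macrophage (0.37) and fibroblast (0.35) scores were also above 0 there. By immunostaining, the paper reported a small share of contaminating S100b-positive Schwann cells in its sensory neuron cultures. Dividing glial cells left in the culture may account for the pattern, as the glial and proliferation scores rose and fell together over the arrays (r = 0.973 with exact permutation p = 0.00417, rho = 0.943 with exact permutation p = 0.0167, r = 0.978 without 2 arrays), although with scaled scores (r = 0.971) or members above background (r = 0.963) the adjusted permutation p was 0.0625. The relation was not specific to glia, since the macrophage and proliferation scores had r = 0.855 (exact permutation p = 0.0167), rho = 0.943 (exact permutation p = 0.0167) and r = 0.538 without 2 arrays. A lower share of neurons stays open, although the pan-neuronal (0.031), sensory neuron (0.055) and sympathetic neuron (0.029) scores were not below 0 in replicate 2. Glial members lay 0.379 ± 0.200 (SE) above mesenchymal and pericyte members there, with a permutation p of 0.0590. That comparison holds no neuronal genes, so it cannot decide the question. An array-wide shift could not be tested after quantile normalization, plating density is not in the labels, and with 1 group, no biological difference between groups could be tested.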

How the results depend on the processing

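Replicates 4 and 5 left out together and the older Olr names were chosen after the data had been seen. Of 2109 values under alternatives, 1958 were labelled the same, 68 weaker, 24 stronger, 13 moved and 46 reversed. For a called test, the same meant that the call and its sign were kept. For an uncalled test it meant still uncalled, whatever the sign, as for all 240 values of the families. Counts and shares had a tolerance, so 155 receptors above background with the older Olr names, against 206, were labelled the same. The captured receptors ranked between 35.7 and 36.0 points higher with any 1 array left out, and 2.64 log2 units higher by level. The receptors above Itgam by mean numbered 293 to 296 with any 1 array left out, and those above background by limma 200 to 207. Centring each array cannot change a value minus Itgam, so that setting says nothing there. Signal over background limits what the arrays show, since genes near it cannot be separated from hybridization of other RNA.

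The cutoff decided the counts. With Sorcs3, the study's cutoff for sympathetic neurons, 79 receptors were above by mean and 69 by limma. The study chose it on sympathetic neurons, and it ranked at the 65.9th percentile on these arrays, so it was not a like cutoff here. Above background by limma and by mean were 104 and 121 with the 99th percentile, and 109 and 121 with the organ genes, because those levels are higher. The share of background genes above Itgam was 12.4% when all 6 arrays had to pass and 27.1% with the older Olr names. Over probe sets above background, the median r between arrays was 0.980. With any 1 array left out, 10 to 15 lists were more variable, the fewest without replicate 2, and 10 without replicates 4 and 5, where the cause was not tested. No pair of lists passed with scaled scores (0) or with members above background (0), by the exact permutation test.

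Some named genes changed sign against background because the level itself moved (log2 differences). With the 90th percentile they were Erbb4 0.14, Epha1 0.35, Cd40 0.024, Tie1 0.058, Fzd6 0.42, Grin2d 0.45 and Robo3 0.28. With the 99th they were Alk -0.67, Cxcr3 -0.090, Flt4 -0.94, Tek -0.93, Erbb3 -0.036, Fgfr3 -0.74, Gfra4 -0.85, Smo -0.025, Cdon -0.22, Notch4 -0.079, Notch1 -0.45, Csf1r -0.97, Osmr -1.08, Insrr -0.87, Tnfrsf19 -0.88, Plxnb3 -1.10, Cd79b -0.47, C1qa -0.21 and Hand2 -0.058. With the organ genes they were Alk -0.54, Flt4 -0.81, Tek -0.80, Fgfr3 -0.61, Gfra4 -0.71, Cdon -0.082, Notch1 -0.32, Csf1r -0.83, Osmr -0.95, Insrr -0.73, Tnfrsf19 -0.74, Plxnb3 -0.96, Cd79b -0.33 and C1qa -0.072. With the older Olr names they were Flt4 -0.12, Tek -0.12, Gfra4 -0.031, Insrr -0.047, Tnfrsf19 -0.057 and Plxnb3 -0.28.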

Other observations

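All tests of explanations in this part, and Fisher's test of the ligands, were chosen after the result was seen, and so were the genes named in its first paragraphs. The cultures held mRNAs of many ligands of the nerve, and the arrays do not say from which cells. By limma, 90 of 117 measured ligands (76.9%) lay above background and 18 below, beside 68.5% of 17513 other named genes above (Fisher's exact p = 0.0572 across genes). Fgf1, a fibroblast growth factor, had a log2 signal of 11.88 ± 0.20 (SD, n = 6), Rtn4, which encodes Nogo, of 11.83 ± 0.17, Ptn, the growth factor pleiotrophin, of 10.66 ± 0.10, Pdgfa of 10.01 ± 0.22 and Sema3c, a guidance cue, of 9.98 ± 0.27. Cxcl13, a chemokine of lymphoid tissue (3.48 ± 0.15), and Il6, the cytokine interleukin-6 (4.74 ± 0.18), lay below background.

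Of 488 surface proteins captured on sensory neurons, 477 had mRNA above background by limma and 9 had it below. High signals were those of Gnao1, a G protein subunit of neurons (13.31 ± 0.04), and Cd81, a tetraspanin (12.75 ± 0.11). Ahsg, a serum protein of the liver, was among those below, at 4.98 ± 0.12. Among 25 measured receptors outside the published list of sensory neurons, 10 had means above Itgam, including Gfra1, the GDNF co-receptor (8.64 ± 0.51), Tgfbr1, a transforming growth factor receptor (7.27 ± 0.24), and Il13ra1, an interleukin-13 receptor chain (8.86 ± 0.35).

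The stress list stood at 0.72 in replicate 4 and 0.89 in replicate 5 and below 0 in the others. In replicates 4 and 5 the fibroblast (-0.35 and -0.60), glial (-0.28 and -0.45) and macrophage (-0.28 and -0.25) scores were below 0, as were the sensory neuron (-0.14 and -0.19), neurotrophin receptor (-0.24 and -0.28), glutamate receptor (-0.15 and -0.43) and pan-neuronal (-0.07 and -0.08) scores, while cholesterol synthesis was at 0.21 and 0.18. The fibroblast score is a mean, and genes of that list went either way in these arrays. Fn1 was at 9.12 and 8.56, below its mean of 9.89 over all arrays. Pdgfra, the mesenchymal marker of the paper, was at 8.42 and 8.30, above its mean of 7.93. Thy1 was at 11.55 and 11.46, above its mean of 11.35. Fewer non-neuronal cells would raise neuronal genes alike. The sensory neuron and pan-neuronal scores, which played no part in choosing these arrays, were below 0 in both. These lists as wholes were not raised. Single genes went either way, such as P2rx3 (12.44 and 12.56, and 11.80 to 12.17 in the others) and Scn10a (12.10 and 11.53, and 12.30 to 12.48). The paper reported few contaminating Schwann cells, whose loss would raise neuronal genes only slightly. The scores therefore cannot decide the question. Stress members lay above sensory neuron members by 0.870 ± 0.165 (SE) in replicate 4 and 1.11 ± 0.198 in replicate 5 (permutation p = 1e-05 in each, the smallest that the resamples can give). The arrays were taken for their high stress scores, so this difference follows in part from that choice and decides nothing. An array-wide shift could not be tested after quantile normalization. A response to culture conditions may account for it as an untested hypothesis, plating density stays open, and with 1 group, no biological difference between groups could be tested.

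Itgam, the protein captured on sensory neurons with the lowest receptor signal, lay within the range of the background genes. Hybridization background of its probe set stays open as a possible explanation, since Itgam and the background level had r = 0.598 (exact permutation p = 0.214), rho = 0.771 (exact permutation p = 0.103) and r = 0.125 without 2 arrays. Macrophages in the cultures stay open too, since Itgam and the other macrophage markers had r = 0.532 (exact permutation p = 0.269), rho = 0.486 (exact permutation p = 0.356) and r = 0.499 without 2 arrays. Of the 14 markers, 6 lay above background and 3 below, a smaller share above than the 68.5% of the other named genes set beside the ligands. C1qa, at 6.75, changed sign with the 99th percentile (-0.21) and with the organ genes (-0.072). With 1 group, no biological difference between groups could be tested.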
